A study of Mus musculus with 8 samples.

How the data were processed

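The series holds 8 samples of mouse adrenal gland: 7 H3K27ac ChIP libraries, made from 1 pool of glands for each combination of age and sex and from 1 pool at E18.5, and 1 input DNA library from 12-week females. Per the labels' protocols, tissue was fixed with formaldehyde, sonicated and immunoprecipitated, and libraries were prepared with an Illumina kit. The input library was not used here, since no processed file of it was analysed. Groups were taken from the labels.

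The authors deposited 1 list of broad peaks per ChIP library. The names inside the lists record alignment with Bowtie2 and broad peak calling with MACS2; versions, genome build, read filters, control library and cutoff are not stated. Peaks were called for each library alone. Each peak has a position, a score that per the deposited values is the whole part of 10 times the −log10 q, a fold enrichment computed by the authors' caller over its background, and a −log10 p and −log10 q from the authors' caller. The lowest −log10 q was between 1.01 and 1.12 in the 7 lists. These values belong to each peak in its own library and depend on depth, so they were used only to describe, rank or filter peaks within a list, mostly as percentiles. The lists carry no read counts and the depth is unknown. A longer list can follow from deeper sequencing or higher enrichment as well as from a difference between groups, and a region missing from a list is not shown to lack the mark.

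The build was checked against GRCm38. Of all peaks, 0 ended past the end of their chromosome in that build. Of 41492 protein-coding transcription starts in the GENCODE annotation (release M21, basic set), 50.2% to 58.6% lay in peaks of each list, and 4.36% to 9.68% did after a shift of 100 kb. Coordinates are therefore given on GRCm38, counted from 1. Peaks on chromosomes 1 to 19, X and Y were used, and peaks on unplaced and unlocalised scaffolds, between 6 and 257 per list, were left out of all comparisons.

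Peaks were merged across the 7 lists into union regions, and a region was called in a library when at least 1 base overlapped a peak. Similarity was the base-pair Jaccard index. Exact one-sided permutation tests ran over the 15 pairings of the 6 postnatal libraries (same age), the 4 ways of swapping sex within ages (same sex) and the 3 choices of the middle age (adjacent ages). None of these designs can give a p-value under 0.05. Counts of restricted regions were not tested, and were set against crossed patterns or mixed triplets of libraries. Intervals on shares are 95% Wilson intervals and cover counting error only. Regions were called promoter regions when within 1 kb of a protein-coding transcription start.

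The comparisons, their tests, the gene lists, the rule for naming regions and most alternative settings were fixed before the data were examined. By that rule, the 14 gene lists (130 genes, all matched to the annotation) are summarised by list, and in each class of restricted autosomal regions the 3 regions are named whose lowest within-list percentile of −log10 q, among the libraries that call them, is highest. These settings were peaks with a −log10 q of at least 5, the same number of top peaks per list (44244), regions covered at least 50%, peaks merged across gaps of up to 1 kb, bins of 1 kb, the union of only the libraries compared, overlap of the smaller list, chromosomes 1 to 19 alone, and a promoter window of 0.5 kb. The same covered length per list (56.0 Mb) was added after the lists had been seen, as were all alternatives for the gene lists, the motifs and chromosome X.

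Random gene lists (10000 per list) were matched on gene length. Chromosome Y regions were divided into tiles of 100 bases and searched against the other chromosomes with blastn 2.17.0; a copy had at least 90 aligned bases at 95% identity or more. GC content and repeat-masked share came from the GRCm38 sequence with its lower-case repeat masking. Motif sites were counted on both strands in regions more than 1 kb from protein-coding transcription starts, with the reversed motif as control and intervals from 1000 resamplings of regions. Clusters on chromosome X joined regions less than 100 kb apart. The interval code was checked on simulated data: all 6 patterns, placed in 24700 separate regions across 7 simulated lists, were recovered exactly. The simulation held no missed or false peaks, so it checks the code and not the calls in these libraries. Overlaps were also checked against bedtools 2.31.1. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.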

Results

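Acetylation of histone H3 (H3K27ac), a mark of active promoters and enhancers, was mapped by chromatin immunoprecipitation and sequencing in whole adrenal glands of C57BL/6J mice, an inbred laboratory strain. There were 7 ChIP libraries, each made from a pool of glands. The E18.5 library pooled 30 glands from embryos whose sex was not determined. The P1 female and P1 male libraries (postnatal day 1) pooled 22 glands each, the 2-week female and male libraries 12 glands each, and the 12-week female and male libraries 6 glands each. There was therefore 1 library for each age and sex, and no value below has a replicate of its own. The design asks how the acetylated regions of the gland differ between ages and between the sexes. The files used here are peak lists, without read counts, so the sequencing depth of each library is unknown.

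The E18.5 list held 108336 peaks, against 48588 for P1 female, 44250 for P1 male, 50197 for 2-week female, 46698 for 2-week male, 67971 for 12-week female and 53116 for 12-week male. On chromosomes 1 to 19, X and Y these peaks covered 92.6 Mb at E18.5, 58.8 Mb in P1 females, 56.0 Mb in P1 males, 77.1 Mb in 2-week females, 68.8 Mb in 2-week males, 131 Mb in 12-week females and 102 Mb in 12-week males. With all peaks the female list covered more than the male list at each of the 3 postnatal ages. Restricting the lists to peaks with a −log10 q of at least 5 moved these lengths most; the covered length then ranged from 18.9 Mb at E18.5 to 69.2 Mb in 12-week females, and at P1 the order of the sexes reversed (19.1 Mb in females, 22.0 Mb in males). The median peak width rose from 635 bp at E18.5 to 856 bp in P1 females and 930 bp in P1 males. It was 1074 bp in 2-week females, 1021 bp in 2-week males, 1223 bp in 12-week females and 1268 bp in 12-week males. In the E18.5 list 71.8% of peaks had a −log10 q under 2, against 29.5% to 52.2% in the other 6 lists. The number of peaks with a −log10 q of at least 5 was 10319 at E18.5, 8830 in P1 females, 10488 in P1 males, 12345 in 2-week females, 10302 in 2-week males, 19213 in 12-week females and 11917 in 12-week males. Peaks within 1 kb of a protein-coding transcription start made up 14.4% of the E18.5 list (95% Wilson interval 14.2% to 14.6%). The share was 28.5% in the P1 male list (28.1% to 29.0%) and 23.8% in the 12-week male list (23.4% to 24.1%).

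The sex labels were examined first. The promoters of Kdm5d, Eif2s3y, Uty and Ddx3y, 4 genes of chromosome Y, were called in each of the 3 male lists and in none of the 3 female lists. The promoter of Xist (chromosome X, 103460366 to 103483254, minus strand), the noncoding RNA expressed from the inactive X chromosome, was called in all 3 female lists and in no male list. Across the 6 postnatal lists, 12 regions of chromosome Y were called in male lists only, between positions 140511 and 11858330. Of these, 11 were called in P1 males, 11 in 2-week males and 12 in 12-week males. A further 25 Y regions were called in at least 1 female list, between positions 10643473 and 90840082. In those, 98.0% of 488 tiles of 100 bases had a near-identical copy outside chromosome Y, against 6.12% of 98 tiles in the regions called in male lists only. The number of peaks on chromosome Y was 75 at E18.5, 10 in P1 females, 24 in P1 males, 16 in 2-week females, 27 in 2-week males, 26 in 12-week females and 21 in 12-week males. At E18.5 the Xist promoter was called, whereas none of the 4 Y-linked promoters and none of the 12 regions of the male lists was.

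The similarity of the lists was measured as the base-pair Jaccard index, the number of bases in both lists divided by the number in either. The 3 pairs of postnatal libraries of the same age had a mean index of 0.595, against 0.459 for the 12 pairs of different ages. This difference of 0.136 was the largest among the 15 ways of pairing the 6 libraries (exact permutation test, one-sided, p = 0.0667, the smallest value this design allows). The lowest same-age index, 0.547 between the P1 libraries, lay below the highest different-age index, 0.560 between 2-week females and 12-week males. The similarity measure moved this result most: with the share of the smaller list that overlaps the other, the difference was 0.0295 (exact p = 0.2). Libraries of the same sex and different age had a mean index of 0.461 and libraries of opposite sex and different age 0.457. That difference of 0.00409 gave an exact one-sided p of 0.25 over 4 arrangements, again the smallest the design can give, and it was small beside the difference by age. Adjacent ages had a mean index of 0.501 and the P1 to 12-week pairs 0.374 (difference 0.128, exact one-sided permutation p = 0.333 over 3 arrangements, the smallest possible). With the smaller-list measure the adjacent-age difference fell to 0.00525 (exact p = 0.667).

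**Figure D1:**
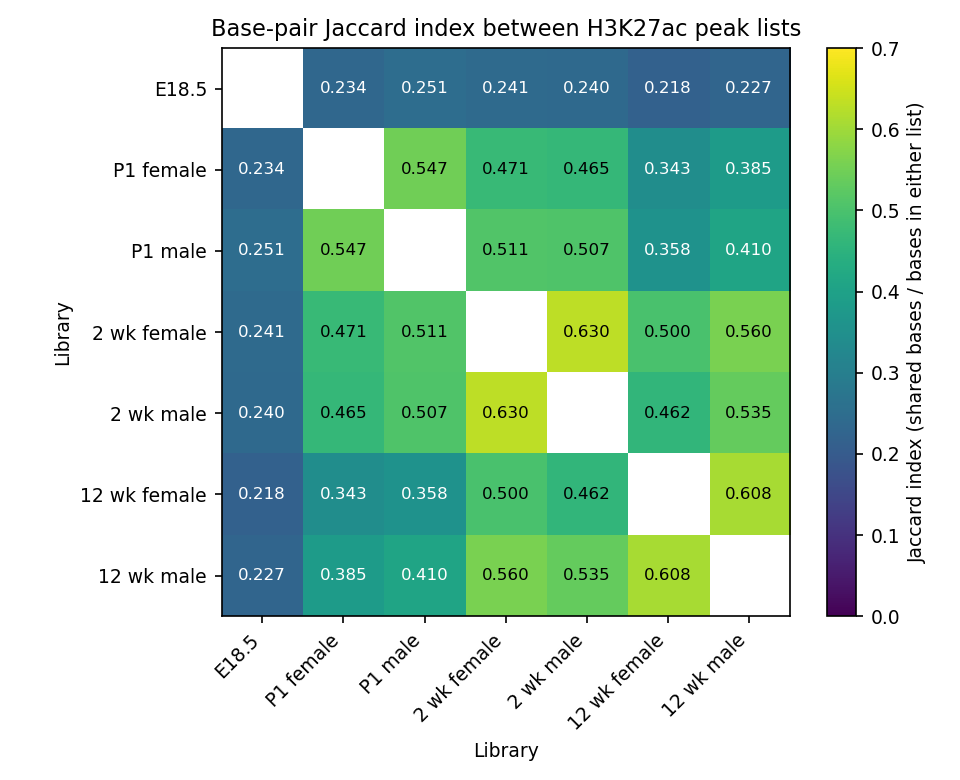
Base-pair Jaccard index (colour and printed value, from 0 to 1 without unit) for each pair of the 7 libraries, on both axes. The E18.5 row lies between 0.218 and 0.251, below every pair of postnatal libraries, the lowest of which is 0.343 between P1 and 12-week females.

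With all peaks the E18.5 list was the least similar to the others, with a mean index of 0.235. Among peaks with a −log10 q of at least 5 its mean was 0.412, and 12-week females had the lowest, 0.354. Its index was 0.234 with P1 females and 0.251 with P1 males, 0.241 with 2-week females and 0.240 with 2-week males, and 0.218 with 12-week females and 0.227 with 12-week males. Both P1 values exceeded both 12-week values. The difference of the means rests on 1 library at E18.5 and was not tested. It was 0.0200, against 0.0167 between the P1 libraries themselves. It was larger, 0.219, among peaks with a −log10 q of at least 5.

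The union of the 7 lists held 150496 regions. All 7 libraries called 19913 of them (13.2%), which together spanned 87.1 Mb, and 90655 regions (60.2%) were called in 1 library. E18.5 accounted for 65535 of these single-library regions, against 12193 for 12-week females, 5047 for P1 females and between 1240 and 3041 for each of the other 4 libraries. The number called at E18.5 alone was 18715 when every list was limited to its 44244 strongest peaks, the length of the shortest list, and 347 with a −log10 q of at least 5.

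Regions restricted to an age were those called in both libraries of that age and in neither of the other. They were set against crossed patterns, in which a region was called in the female of one age and the male of the other, a pattern that follows neither age nor sex. Between P1 and 12 weeks, 1826 regions were restricted to P1 and 11224 to 12 weeks, while the crossed patterns held 338 and 1335 regions. Between P1 and 2 weeks, 2428 regions were restricted to P1 and 4245 to 2 weeks, against 602 and 1057 crossed regions. Between 2 and 12 weeks, 659 regions were restricted to 2 weeks, fewer than the larger crossed pattern of 1204, and 6917 to 12 weeks. The log2 ratio of older-restricted to younger-restricted regions was 0.81 for P1 and 2 weeks, 2.62 for P1 and 12 weeks, and 3.39 for 2 and 12 weeks. The ratio kept its direction in all settings but the same covered length, which keeps fewer of the wider peaks of the older libraries. With the same number of peaks in each list, 3186 regions were restricted to P1 and 6188 to 12 weeks. With each list limited to its strongest peaks up to the same covered length (56.0 Mb), 13174 regions were restricted to P1 and 155 to 12 weeks, and the ratio reversed in the other 2 pairs of ages too. With 1 kb bins, 1780 bins were restricted to P1, fewer than the larger crossed pattern of 2048. With a −log10 q of at least 5 the younger-restricted counts lay below the larger crossed pattern in all 3 pairs of ages: 56 against 440 for P1 and 2 weeks, 25 against 546 for P1 and 12 weeks, and 25 against 103 for 2 and 12 weeks.

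**Figure D2:**
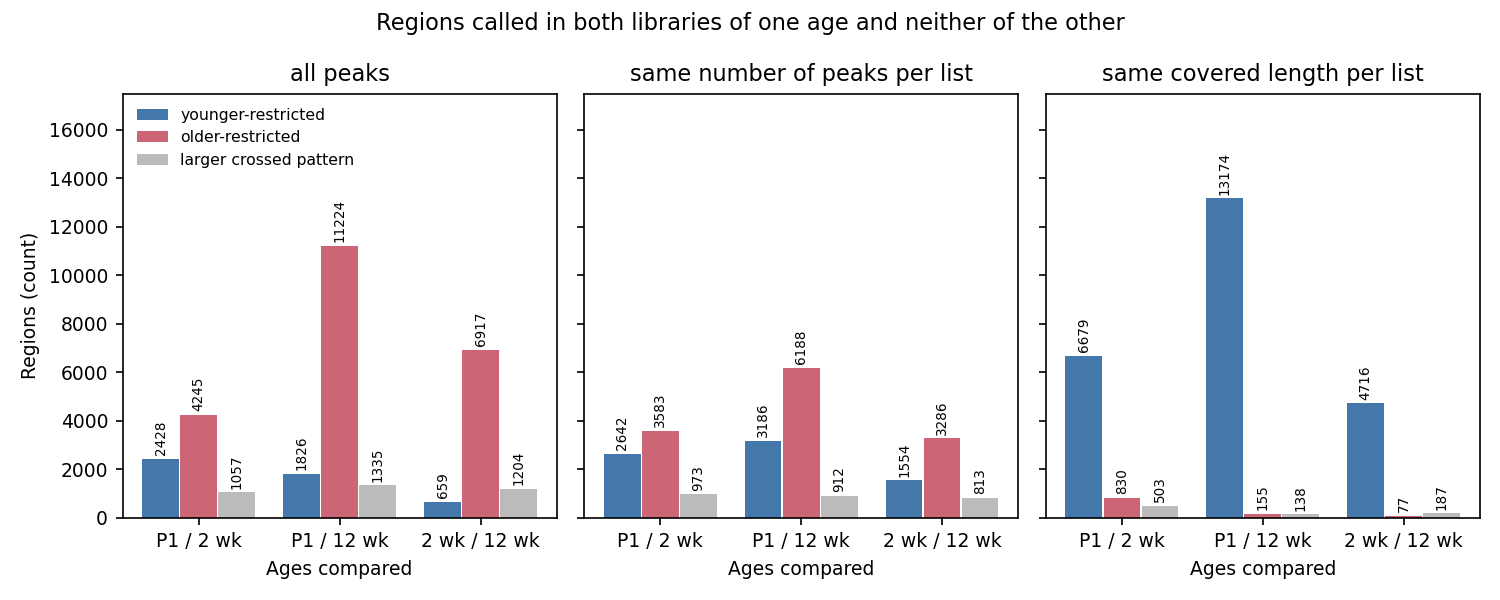
Number of regions (vertical axis, count) called in both libraries of the younger age and neither of the older (blue), the reverse (red), and the larger crossed pattern (grey), for 3 pairs of ages and 3 ways of limiting the lists. With all peaks 11224 regions are restricted to 12 weeks against 1826 to P1, whereas with the same covered length per list the counts are 155 and 13174.

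Regions restricted to P1 or to 12 weeks were less often at promoters than regions called in all 7 libraries. With all peaks, 5.05% of the 13050 such regions lay within 1 kb of a protein-coding transcription start (95% Wilson interval 4.69% to 5.44%). The share was 56.0% among the regions called in all 7 libraries (55.3% to 56.7%), which is 51.0 percentage points higher. The share was 7.78% for P1-restricted and 4.61% for 12-week-restricted regions. The regions called in all 7 libraries were also wider, with a median of 3134 bp against 1121.5 bp and 1444.5 bp. With a −log10 q of at least 5 both shares were higher, 28.7% of restricted regions and 92.9% of those called in all 7 libraries, and the difference was −64.2 points.

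The restricted regions that ranked highest within their lists are given with their GRCm38 positions. Among P1-restricted regions, these were chromosome 6, 49217279 to 49218466, an intergenic region 2322 bp from the transcription start of Igf2bp3; chromosome 11, 96004169 to 96007881, over the first exon and coding sequence of Igf2bp1; and chromosome 6, 49213100 to 49216323, over the transcription start of Igf2bp3. Their −log10 q lay at or above the 82.1th percentile of both P1 lists, and all 3 regions were also called at E18.5, at or above the 93.2th percentile of that list. The Igf2bp1 region was called in 2-week females as well, at the 26.2th percentile. Among 12-week-restricted regions, the highest were chromosome 8, 111923219 to 111923702, in an intron of Tmem231; chromosome 4, 89310162 to 89311889, over the transcription start of Cdkn2b; and chromosome 1, 87253997 to 87260449, an intergenic region 3913 bp from the transcription start of Efhd1. They lay at or above the 85.4th percentile of both 12-week lists and were called in both 2-week lists. The Cdkn2b and Efhd1 regions were also called at E18.5, at the 72.8th and 38.9th percentiles.

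For the comparison of the sexes, 294 autosomal regions were called in the 3 female lists and in no male list, and 36 in the 3 male lists and in no female list. The 6 mixed triplets that take 1 library of each age gave 38 to 254 regions, and those that include the 12-week female library 145 to 254. The female count thus exceeded all 6 mixed triplets, and the male count lay below all 6. With the same number of peaks in each list the counts were 117 and 98, and the mixed triplets gave 77 to 166, so that neither sex stood apart. With a −log10 q of at least 5 the counts were 27 and 0. The mixed triplets then gave 0 to 182, and 1 of them exceeded the female count. With the same covered length the order was the opposite: 3 female-only regions, fewer than any mixed triplet (7 to 33), and 50 male-only regions, more than any. The highest-ranked female-only regions were chromosome 3, 149623799 to 149626188, in an intron of Gm31121; chromosome 19, 4019591 to 4019861, 6785 bp from the start of Ndufv1; and chromosome 13, 107902850 to 107904396, 140049 bp from the start of Smim15. The highest-ranked male-only regions were chromosome 4, 82933885 to 82934195, in an intron of Frem1; chromosome 7, 24586551 to 24587960, over the start of Ethe1; and chromosome 5, 124908645 to 124909332, 45954 bp from the start of Zfp664. The lowest percentile of these 6 regions in the lists that called them ranged from 33.1 to 53.7, near the middle of the lists.

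On the sex chromosomes the lists differed in a way that did not depend on their length. On chromosome X, 31 regions were called in the 3 female lists and in no male list, and 0 the other way. On chromosome Y, 11 regions were called in the 3 male lists and in no female list, and 0 the other way. The Y count was 7 with a −log10 q of at least 5, and with 1 kb bins there were 4 male-only bins and 1 female-only bin. Of the 31 female-only X regions, 17 lay in a cluster at 50549956 to 50620904, over the noncoding RNA gene Firre, and 7 in a cluster at 75729665 to 75759906, over the gene 4933407K13Rik. The remaining 7 were single regions, 1 of which, at 103480999 to 103484113, covered the start of Xist. These clusters were singled out after their positions were seen. With the same number of peaks in each list the count on X was 26, and with the same covered length it was 21, against 3 female-only autosomal regions. Requiring 50% of a region to be covered moved it most, to 9.

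**Figure D3:**
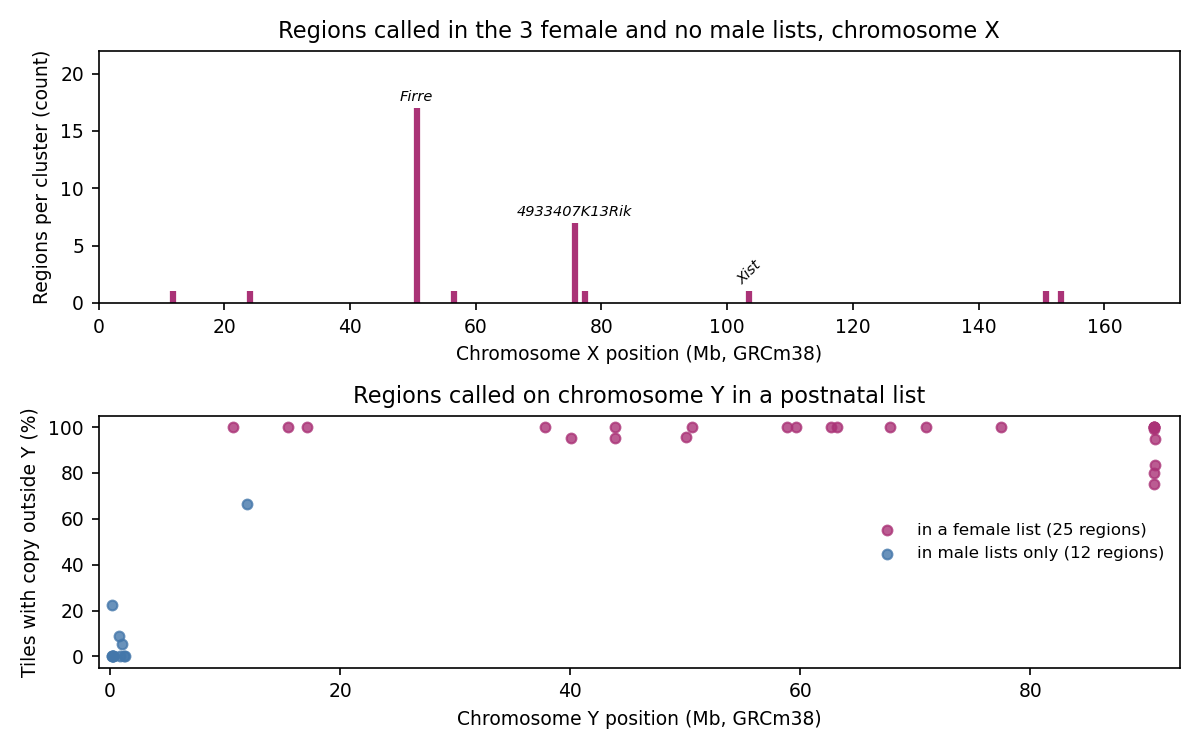
Top, chromosome X position (Mb) and number of regions per cluster (count) for the 31 regions called in the 3 female and no male lists; 17 lie over Firre and 7 over 4933407K13Rik. Bottom, chromosome Y position (Mb) and share of 100-base tiles with a near-identical copy outside Y (%), for 25 regions called in a female list (purple) and 12 called in male lists only (blue); the former lie at 75% or above.

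Promoters of 14 gene lists were examined in each library. Of 18 steroidogenic genes, 17 had a called promoter at E18.5, 15 in P1 females, 18 in 12-week females and 16 in each of the other 4 lists. The 14 genes of the zona glomerulosa and capsule gave between 11 and 14, and the 8 endothelial genes 7 or 8. Of 4 genes of the X-zone, a transient inner zone of the mouse cortex, Thrb was called in every list, Pik3c2g only in both 12-week lists, and Akr1c18 and Cyp17a1 in none. Of 15 chromaffin-cell genes, 14 were called at E18.5, 8 in P1 females, 12 in P1 males, 14 in 2-week females, 13 in 2-week males, 12 in 12-week females and 6 in 12-week males. With all peaks, the called promoters of the 16 fetal and growth genes fell with age, from 15 at E18.5 and in both P1 lists to 12 and 11 in 2-week females and males and 10 and 8 in 12-week females and males. Igf2, H19 and Igf2bp3 were called at E18.5 and P1 only. Of 12 erythroid genes, 7 were called at E18.5, 9 in P1 females, 7 in P1 males and 3 in each later list. Of 10 immune genes, 4 were called at E18.5, 0 in P1 females, 2 in P1 males, 0 at 2 weeks in either sex, 7 in 12-week females and 2 in 12-week males. Of 8 fat-cell genes between 3 and 6 were called, of 6 Schwann-cell genes 5 at E18.5 and 2 or 3 later, of 8 kidney genes 3 at E18.5 and 0 later, and of 8 liver genes 2 at E18.5 and 0 or 1 later. For all 21938 protein-coding genes the number of called promoters was 15344 at E18.5 and between 12856 and 14028 in the postnatal lists. The setting mattered for several lists. At a −log10 q of at least 5 the steroidogenic count was 8 at E18.5 and 7 and 9 in P1 females and males. It was 14 and 15 at 2 weeks and 16 and 15 at 12 weeks in females and males. The glomerulosa and capsule count ranged from 1 to 7. In that setting 1 chromaffin gene was called in every library, and the fetal and growth list showed no steady fall. It had 10 genes at E18.5, then 6 and 9 in P1 females and males, 4 and 2 at 2 weeks, and 7 and 2 at 12 weeks.

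**Figure D4:**
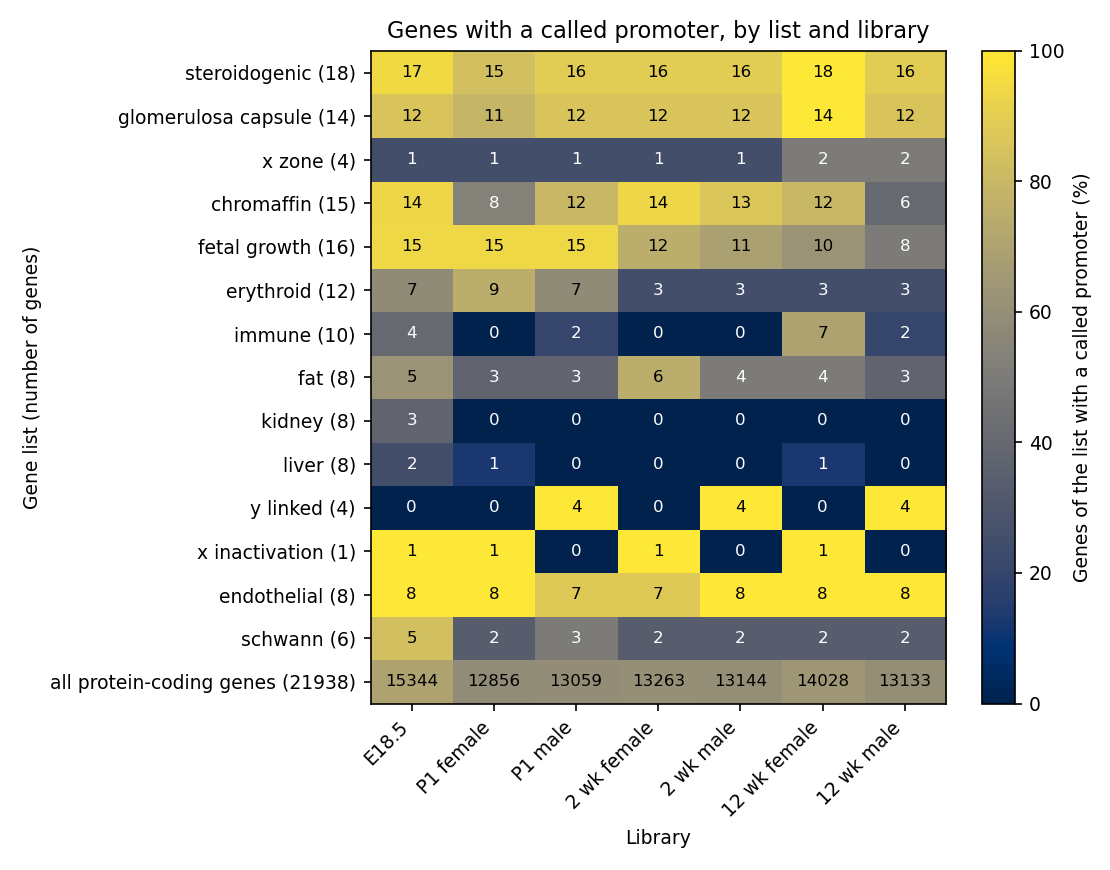
Number of genes with a called promoter (printed value) and their share of the list (colour, %) for 14 gene lists and all protein-coding genes (rows) in the 7 libraries (columns). Y-linked promoters are called in the male lists only, and with all peaks the fetal and growth list falls from 15 of 16 genes at E18.5 to 8 in 12-week males.

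Restricted regions were also counted within 20 kb of the genes of each list that has at least 5 protein-coding genes. The counts were compared with 10000 random lists of genes of like length, as a description of these libraries. A region near several genes of a list was counted once for each gene. Listed genes that lie side by side, such as Hba-a1 and Hba-a2 or Cyp11b1 and Cyp11b2, can therefore raise a count. The random lists did not keep such neighbours, so the erythroid and steroidogenic percentiles may be too high. P1-restricted regions near the fetal and growth genes numbered 18, against a random median of 1 (100th percentile), and 21 with the same number of peaks in each list. Near the erythroid genes there were 7, against a random median of 0 (99.96th percentile), 6 with the same number of peaks (99.64th percentile), 8 with the same covered length (random median 4, 90.4th percentile) and 0 with a −log10 q of at least 5. Of 12-week-restricted regions, 18 lay near steroidogenic genes (random median 8, 99.5th percentile) and 21 near endothelial genes (random median 7, 99.7th percentile), whereas 2 lay near the fetal and growth genes (random median 9, 1.48th percentile). With the same number of peaks in each list the steroidogenic count was 8, at the 93.4th percentile, and the endothelial count 16, at the 99.86th. With a −log10 q of at least 5 the steroidogenic count was 13 (random median 2, 100th percentile) and the endothelial count 0 (random median 1). With the same covered length, which left 155 regions, the counts were 1 and 0, and both random medians were 0. Near the fetal and growth genes, 12-week-restricted regions numbered 1 with the same number of peaks (random median 5, 3.6th percentile). They numbered 1 with a −log10 q of at least 5 (random median 2, 24.4th percentile) and 0 with the same covered length (random median 0). For the other 7 lists the percentiles under all peaks lay between 15.7 and 93.3. P1-restricted regions near chromaffin genes, 2 with all peaks, numbered 8 with the same number of peaks (random median 1, 99.84th percentile) and 23 with the same covered length (random median 7, 99.94th percentile).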

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

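The test of scaffold peaks, the test for male glands in the female pools and the alternatives for the gene lists were chosen only after the results were seen.

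For 8 values the female list exceeded the male list at one age and fell below it at another. Each age has 1 library per sex, so each sign rests on 1 pair of libraries and the difference between ages was not tested. The number of Y peaks was lower in the female than the male list by 14 at P1 and 11 at 2 weeks and higher by 5 at 12 weeks. Female pools made wholly of male glands are argued against by the Y-linked promoters, of which 0 of 4 were called in a female list. A smaller share of male glands would give a lower Y signal, which may be missed, and stays open. Reads from sequence shared with other chromosomes are a candidate source of the female Y peaks: 98.0% of the tiles of the Y regions in female lists had a near-identical copy outside Y, against 6.12% in the regions of the male lists. The 12-week female list was also the longest postnatal list, and at the same number of peaks per list its Y peaks numbered 20 against 19 in 12-week males.

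The median peak width was larger in females by 53 bp at 2 weeks and smaller by 74 bp at P1 and 45 bp at 12 weeks. The number of peaks with a −log10 q of at least 5 differed between females and males by −1658 at P1, 2043 at 2 weeks and 7296 at 12 weeks, while the whole list was longer in females at each age, by 4338, 3499 and 14855 peaks. Depth and enrichment of the single libraries are unknown and no test here separates them from sex, which stays open and untested.

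Among the gene lists, the number of chromaffin promoters called differed between females and males by −4 at P1, 1 at 2 weeks and 6 at 12 weeks. The corresponding differences were −2, 0 and 5 for the immune list, −1, 0 and 2 for both the steroidogenic and the glomerulosa and capsule lists, and 1, −1 and 0 for the endothelial list. A longer list does not account for the whole of the chromaffin pattern: with the same number of peaks in every list 8 and 12 chromaffin promoters were called in P1 females and males and 9 and 5 in 12-week females and males. With the same covered length in every list, 1 was called in each 12-week library, so the 12-week difference depended on how the lists were limited. For the immune list the 12-week counts were 7 and 1 at the same number of peaks and 0 and 0 at the same covered length. The share of medulla or of blood and immune cells in each pool, which the dissection of a few glands may alter, was not measured; the differences of 1 or 2 genes in the other lists are too small to interpret.

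Peaks on unplaced and unlocalised scaffolds were left out of every comparison, yet each list held more than the 3 that a count of 0 would allow: 257 at E18.5, 7 in P1 females, 6 in P1 males, 19 in 2-week females, 15 in 2-week males, 28 in 12-week females and 20 in 12-week males. The length of the E18.5 list does not account for its number, since the share of peaks on scaffolds was 5.76 times the highest share of any other library. Scaffolds hold much repeated sequence, and the E18.5-only regions on the placed chromosomes were also richer in repeats than other single-library regions, by 9.09 percentage points. Background from repeats is therefore a candidate explanation, but the repeat share was not compared with that of the whole genome or of random regions. Age was not separated from such a background.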

How the results depend on the processing

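Of 107 alternative values for the comparisons fixed in advance, 56 stayed within their bounds (the same side of the threshold for a test, 1.5 times for a count) and 51 moved. The number scored as reversed was 0, but most values are counts or lengths, which cannot change sign. The order of female-only and male-only autosomal regions did reverse, from 294 and 36 with all peaks to 3 and 50 with the same covered length. The same covered length per list was chosen only after the lists had been seen. The 3 tested similarities kept their direction under all their alternatives, but none of these designs can pass a threshold, which limits what that shows: the exact p ranged from 0.0667 to 0.2 for same age, 0.25 to 0.5 for same sex and 0.333 to 0.667 for adjacent ages. Each age and sex has 1 library, so no replicate could be left out. Female and male libraries pair within each postnatal age, but no paired test was run beyond the same-sex permutation within ages. Merging peaks across gaps of 1 kb, chromosomes 1 to 19 alone, the 0.5 kb promoter window and the union of only the libraries compared moved none of these results.

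With a −log10 q of at least 5, the E18.5 similarity to P1 minus 12 weeks became 0.219. Covered lengths became 18.9 Mb (E18.5), 19.1 Mb (P1 female), 22.0 Mb (P1 male), 32.6 Mb (2-week female), 26.1 Mb (2-week male), 69.2 Mb (12-week female) and 40.8 Mb (12-week male). Regions called in all 7 libraries numbered 7403 and in E18.5 only 347. Restricted regions numbered 56 (P1) and 735 (2 weeks), 25 (P1) and 2305 (12 weeks), and 25 (2 weeks) and 1122 (12 weeks). Female-only and male-only autosomal regions numbered 27 and 0. Y peaks numbered 8 at E18.5, 0 and 8 in P1 females and males, 2 and 9 at 2 weeks, and 8 and 8 at 12 weeks. The promoter difference became −64.2 points. Fewer peaks enter by construction.

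With the same number of top peaks in every list, the E18.5 similarity difference was 0.0760 and E18.5-only regions numbered 18715. Restricted regions numbered 3186 (P1) and 6188 (12 weeks), and 1554 (2 weeks) and 3286 (12 weeks). Female-only regions numbered 117 and male-only regions 98. E18.5 had 45 Y peaks, and the promoter difference was −59.3 points. The E18.5 similarity difference was 0.0988 by the share of the smaller list.

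Requiring 50% of a region to be covered left 4917 regions called in all 7 libraries and 23 male-only regions. Bins of 1 kb gave 11898 bins restricted to 2 weeks against P1, 35926 to 12 weeks against P1 and 20023 to 12 weeks against 2 weeks, with 474 female-only and 61 male-only bins; wide regions count several times there by construction.

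With the same covered length in every list, restricted regions numbered 6679 (P1) and 830 (2 weeks), 13174 (P1) and 155 (12 weeks), and 4716 (2 weeks) and 77 (12 weeks), and female-only autosomal regions 3, against 50 male-only ones. The log2 ratio of older- to younger-restricted regions reversed to −3.01 for P1 and 2 weeks, −6.41 for P1 and 12 weeks and −5.94 for 2 and 12 weeks. This limit keeps 14925 and 16767 of the wider 12-week peaks in females and males against 43554 and 44244 at P1 and so leans towards P1 by construction. Under the 5 other settings the ratio kept its direction in all 3 pairs of ages: 0.44 to 3.71, 0.96 to 6.53 and 1.08 to 5.49, lowest with the same number of peaks. The ratio of SF-1 site density reversed to 0.983; the cause was not tested. No SF-1 or receptor-site ratio could be computed with a −log10 q of at least 5, where fewer than 3 sites remained in P1-restricted regions.

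Among 387 alternative values for other results, mostly counts of promoters and regions per gene list, 245 stayed within their bounds, 138 moved and 4 reversed. Those 4 are the log2 ratios of restricted regions and the ratio of SF-1 site density given above, whose interval spans no difference.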

Other observations

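The tests of list length, of the 12-week female list, of splits of the libraries, of chromosome X clusters, of Y regions at E18.5 and of globin genes were chosen only after the results were seen, as were the equal covered length used for wider peaks and all motif ratios beyond those with all peaks. What each test would show was written down before its result for the E18.5 background, wider peaks and motifs with all peaks, but the reading of several was settled with the values in view: the pooled GC comparison, the second share given for other organs, and the requirement that a motif ratio exceed its control in 3 settings. An earlier reading took the threshold, GC, AP-1 and blood tests as positive. It was dropped because it treated like evidence unequally or, for the threshold, because the outcome was nearly fixed in advance.

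Most of the E18.5 list, the longest, was called nowhere else. Calls near the threshold stay open as a cause. Of the E18.5-only peaks, 85.8% had a −log10 q under 2, against 50.3% of the E18.5 peaks shared with another list, but peaks in 1 list were weaker in every library, and the gap of 35.5 points was the smallest of the 7 (42.1 to 48.9 in the others). The repeat-masked share of their regions was 9.09 points above that of regions called in 1 postnatal library, and 8.16 points above the highest single library. The share itself was 27.1%, and no share for the whole genome or for random regions was computed. The E18.5-only regions were thus richer in repeats than other single-library regions. Without such a baseline, a repeat-rich background in this library stays open. A GC-rich background stays open. The limit written beforehand was 5 points. The median GC content (51.6%) lay 5.23 points above the pooled postnatal regions, 12193 of which came from 12-week females, but 3.59 points above the closest single library, P1 males, so the choice of comparator decides. Cells of other organs stay open as well: of 28 kidney, liver and erythroid genes, 21.4% were called at E18.5 and in no postnatal list (6 genes), against 7.09% of all protein-coding genes. Among genes without a postnatal call the shares were 35.3% of 17 and 21.1% of 7388. These are few genes, none of the 8 kidney genes was called with equal numbers of peaks, and Alb and Afp, abundant in fetal liver, were not called. Embryonic enhancers are not excluded, and age stays open and untested.

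The E18.5 library, whose label leaves the sex undetermined, carried a called Xist promoter and 18 of the 31 female-only X regions, but 0 of the 12 Y regions of the male lists. Weaker detection at E18.5 is argued against: of autosomal P1 male peaks with the same fold enrichment as the 11 Y regions called in P1 males, 96.1% were called at E18.5, which would make 10.6 of the 11. A mixed pool with a lower Y signal stays open: at 0.5 times the fold enrichment 40.7% of matched peaks were called, or 4.47 of 11, and for 5 of the 11 regions that level lay under the weakest P1 male peaks, so this figure is an upper bound. No sex is assigned to the pool here.

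The 31 X regions called in the 3 female lists and no male list lay in few clusters. The largest pair of clusters, over Firre and 4933407K13Rik, held 24 of them, whereas 10000 random draws of 31 of the 1408 X regions called after birth put at most 8 in the largest pair (median 4). Lower detection along the whole X chromosome of males is therefore argued against as the cause of these clusters. A hypothesis is that the acetylation comes from the inactive X chromosome, which only females have. The allele of origin was not measured, and reads shared among tandem copies within these loci were not examined.

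More regions were restricted to 12 weeks than to P1. The number of peaks per list does not account for all of it, since with equal numbers the ratio of 12-week- to P1-restricted regions was still 1.94. Wider peaks at 12 weeks may account for it: at equal covered length the ratio was 0.0118, on the side written down beforehand for that cause. The length limit itself removes most 12-week peaks, however, so that the test was bound to lean that way, and wider peaks and a gain of regions with age cannot be told apart.

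The excess of female-only over male-only autosomal regions is a candidate effect of the long 12-week female list. At equal numbers of peaks, 3 of the 6 mixed triplets had at least as many regions as the 117 of the female triplet. Of the 10 splits of the 6 postnatal libraries into 3 and 3, 7 gave at least the 330 regions of the split by sex, itself included. The other 6 of these (541 to 1817 regions) put both libraries of an age on 1 side and so count age as well. Among the 4 splits with 1 library of each age per side the split by sex was the highest with all peaks (203 to 292 in the others) but not with equal numbers of peaks (215, against 203, 206 and 260), and neither set could show a share under 0.05.

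In regions away from promoters, sites for SF-1 (YCAAGGTCA), the steroidogenic regulator encoded by Nr5a1, were 2.33 times as dense in 12-week- as in P1-restricted regions (95% bootstrap interval 1.92 to 2.94; reversed motif 1.11), and 2.22 times with equal numbers of peaks. With equal covered length the ratio was 0.983 (0.635 to 1.37). Sites for AP-1 (TGASTCA) were 1.54 times as dense (1.40 to 1.70; reversed motif 1.08), 1.53 times with equal numbers and 1.49 times with equal covered length, where the reversed motif reached 1.28, inside the interval of 1.19 to 1.78. With a −log10 q of at least 5 the AP-1 ratio was 1.30 (0.584 to 5.23e+09, reversed motif 0.637). It rested on 10 sites in 15 P1-restricted regions, too few to bound it. Both the SF-1 and the AP-1 ratio with all peaks lay on the side written down beforehand for a gain. With equal covered length neither stood clear of its control, on 142 regions restricted to 12 weeks, so a gain of SF-1 or AP-1 sites with age stays open. For glucocorticoid or androgen receptor sites (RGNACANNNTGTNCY) the ratio was 0.846 (0.615 to 1.26; reversed motif 0.899). No gain was seen, though the interval is wide and a small one is not excluded.

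Of the 5 globin genes of the erythroid list, 4 (Hba-a1, Hba-a2, Hbb-bt and Hbb-bs) had a called promoter at E18.5 or P1 and none later, and Hbb-y was called in no list. These globin calls were weak, with a −log10 q between 1.15 and 2.33. Of the other 8 erythroid genes, Hbb-y included, 37.5% (Alas2, Epb42 and Gfi1b) were called at E18.5 or P1 and not at 12 weeks, against 8.99% of all protein-coding genes. Blood cells in the younger glands are a candidate source of these calls, which 3 genes are too few to decide. With all peaks Klf1 and Tal1 were called in every list and Gata1 in none, and the share of blood in each pool was not measured. With the same number of peaks 4 erythroid promoters were called at E18.5, 9 and 7 in P1 females and males and 3 in each later list. With a −log10 q of at least 5 there were 2 at E18.5, 1 in each P1 list, 1 and 2 at 2 weeks and 2 and 0 at 12 weeks. That setting showed no steady fall with age. Age stays open.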
